A study of Drosophila melanogaster with 42 samples.

How the data were processed

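Embryos were collected from population cages over 30 min at 25 °C, aged to the stated window after egg laying, freed of the outer egg shell and sorted by hand for their morphology, per the labels' protocols. Nuclei were released by douncing in a buffer with mild detergents and treated with loaded Tn5 transposase for 30 min at 37 °C, and the purified fragments were amplified and sequenced. The groups and replicate numbers come from the titles and genotype labels of the 42 samples, which give 14 groups of 3. For OreR and gd7 the deposited file names carry other replicate numbers, in the same order in every window. Leaving out a number therefore leaves out the same libraries under either numbering, while pairs across genotypes would differ. The labels do not say how zld- embryos were obtained. The names of their deposited files refer to RNAi and to depletion, so some Zelda may remain, and mutant is used below for all 3 genotypes for short.

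The first kind of deposited file is a list of peaks for each library, called by the authors on each sample separately and not on pooled samples. Each deposited list gives, per peak, a score, a fold enrichment over background (a ratio), the −log10 of a p-value and of a q-value, and a summit position; these are the authors' values. The lowest −log10 q in the deposited lists was 1.30. The layout is that of MACS2, while the aligner, the peak caller with its settings, any shift of reads for the Tn5 insertion site and the genome build are not given in the sources used here. No counts of reads come with the lists, so the depth per library is unknown and no interval for counting error was computed. Fold enrichment and score were used to describe peaks within a list, and the median fold enrichment of the lists was compared after they had been seen. Because a list's length depends on depth and on signal over background as well as on accessibility, a missing peak is no evidence of closed chromatin on its own.

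The second kind of deposited file is a table for each mutant with the authors' comparison with OreR in each window, named per the file headers after DESeq. In each deposited table the authors give a mean normalized count (a signal scaled by size factors), a log2 fold change of mutant over OreR with its standard error on the log2 scale, a test statistic (a score), a p-value and an adjusted p-value. The 3 deposited tables hold the same 20935 regions of 2114 bp, which did not overlap. The deposited adjusted p-value equalled a Benjamini-Hochberg adjustment within each window to within 2.18e-07. In each gd7 window 7 regions had no p-value and were left out of the counts of calls. The counting, the size factors and the software version are not given in the sources used here. The plan foresaw edgeR for tables with counts per library, and it was not run because the deposited tables hold another unit, means and fold changes. The authors' own calls at an adjusted p under 0.05 were used, and the alternatives that need counts per library were not run. The regions were chosen on wild-type peaks per the file names, so regions that open only in a mutant fall outside these tables.

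Coordinates are printed 1-based as the deposited files give them, and their build is not named. Gene names came from a RefSeq gene table of Release 6, matched by symbol or synonym; all genes of the preset lists were found, 2 of them through synonyms. As a check, the midpoints of 24.3% of the regions lay within 500 bp of a gene end, against 16.0% to 17.7% after shifts of 2000 or 20000 bp. Of 404 enhancer names that open with a gene symbol, 373 (92.3%) lay within 20 kb of that gene. The gene table gives no strand, so the nearest end of a protein-coding gene replaced the nearest transcription start site in naming regions. Comparisons of promoters with distal regions, and of regions with and without sequence motifs, which need a genome, were not run.

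Peak numbers were compared by two-sided exact permutation tests that exchanged genotype labels within windows and averaged the difference over windows. OreR windows were compared by an exact permutation of the 12 libraries over the 4 windows. For the share of wild-type peaks found again, reference peaks of a window were those shared by 2 OreR libraries with an overlap of at least 1 bp, the OreR value came from the library left out, and a mutant value was the mean over the 3 pairs. The reference peaks were not built anew for each permutation, and OreR and mutant values were averaged differently. The values are therefore not fully exchangeable, and the exact p-values of this share are approximate. Counts of regions with less or more frequent peaks were compared with those from 100 splits of the libraries within windows, the real one included. Adjusted p-values follow Benjamini and Hochberg over the 3 mutants. Differences between windows were tested by the Wald ratio of the difference of the deposited log2 fold changes to its standard error. Correlations of log2 fold changes were set beside 100 simulations of unchanged groups sharing their controls. Intervals of list medians come from resampling the regions of a list, and those of correlations from resampling blocks of 100 neighbouring regions. Identical peaks made up less than 0.6% of the shorter list in every pair of replicates, so each library was counted as its own sample.

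The preset lists were ventral genes (twi, sna, htl, Mef2, rho, vnd, brk, sog, sim, ths), dorsal genes (dpp, zen, tld, tup, ush, Doc1, Doc2, pnr, peb, Ance), Capicua targets (tll, hkb, ind), early Zelda-dependent genes (sc, sisA, slam, nullo, Sry-alpha, bnk, halo, term, amos, E(spl)m5-HLH), segmentation genes (gt, kni, Kr, hb, eve, ftz, h, odd, prd, run) and constitutive genes (Act5C, RpL32, alphaTub84B, Gapdh1, eEF1alpha1, RpII215, Rpn2, Tbp, Vha44). A further gene of the constitutive list is not reported here and was taken out of that list after its values had been computed. A region belonged to a list when its midpoint lay in a gene of the list or within 10 kb of it. In all, 3 regions belonged to both the early Zelda-dependent and the constitutive list. Random lists were matched on the 10 bins of mean normalized count.

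The rule for named regions was also fixed beforehand. For each mutant it takes, among regions with an adjusted p under 0.05 and the same sign in every window and a mean normalized count of at least the table's median, the 3 with the lowest and the 3 with the highest mean log2 fold change. For each of twi, sna, rho, sog, brk, dpp, zen, tll, hkb and ind it takes the region within 10 kb of the gene with the largest absolute mean change in gd7 over the last pair of windows, and for tll, hkb and ind also in cic6. The regions inside the mutated genes were added to check the labels.

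Alternatives fixed beforehand were a stricter peak list (−log10 q of at least 5), lists of equal length, other overlap rules, covered length, leaving out each replicate in turn, pairing by replicate number, an adjusted p under 0.01, a minimum log2 size of 1, centring on the median, filters on mean normalized count, Spearman's rho and a distance of 2 kb from a gene. Removal of the trend with mean normalized count, by subtracting the median of each of 20 bins, and lists of equal length without a zld- replicate or without the first window were chosen after seeing the data. The steps across regions were tested on simulated data with 200 changed regions among 20935. At a log2 change of 1, centred calls recovered 95.5% of the changed regions for zld-, 91.0% for gd7 and 99.5% for cic6, and at 0.5 they recovered 54.5%, 33.5% and 74.5%. The test of differences between windows recovered 82.5%, 72.0% and 97.0% at a log2 change of 1, and only 15.5%, 9.50% and 30.5% at 0.5. The count of less frequent peaks recovered 94.5%, 97.5% and 96.0%. That simulation gave every library a peak at nearly all unchanged regions and at few changed ones, so high recovery followed from its setting. Real lists varied more, down to 17.3% of the tested regions with a peak in zld- replicate 3 at 1 to 1.5 h. These shares therefore do not measure the power for the real lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.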

Results

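Chromatin accessibility was measured by ATAC-seq in 42 libraries of staged fruit fly embryos. ATAC-seq uses the transposase Tn5, which inserts sequencing adapters into DNA that is open to it, so that regions rich in fragments mark accessible chromatin. Embryos of 4 genotypes were collected: the wild-type stock OreR (Oregon-R) and embryos labelled zld-, gd7 and cic6. The names of the mutants refer to zld, which encodes the maternal DNA-binding protein Zelda, to gd, a maternal gene needed for the gradient of the Dorsal protein, and to cic, which encodes the repressor Capicua. OreR, zld- and gd7 embryos were taken in 4 windows of 30 min, 1 to 1.5, 1.5 to 2, 2 to 2.5 and 2.5 to 3 h after egg laying, and cic6 embryos in the last pair of these windows. Each of the 14 groups held 3 replicate libraries, made from 400 embryos in the first window, 100 in the second and 40 in each later one. The number of reads per library was not used here, so the depth is unknown, and the length of each library's peak list stands in for it below.

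The peak at each mutated gene was looked at first. A peak overlapped zld in 12 of 12 OreR libraries and in 11 of 12 zld- libraries. At gd a peak was listed in 11 of 12 OreR and 11 of 12 gd7 libraries, and at cic in all libraries of every genotype. The accessibility of these genes therefore does not separate the genotypes and does not check the labels. In the authors' deposited table the only tested region inside zld (X:19772734-19774847) had log2 fold changes of -0.72 (SE 0.29, adjusted p 0.0467), -0.18, -0.45 and -0.38 in zld- in the 4 successive windows, and only the first was below an adjusted p of 0.05. No tested region lay inside gd. In cic6 the tested region of cic with the largest fall, 3R:20268327-20270440, changed by -0.93 and -0.82 in the authors' deposited table, and it was also lower in both other mutants, with mean log2 fold changes of -0.92 in zld- and -1.42 in gd7. Other regions of cic rose in cic6 in the authors' deposited table, with 3R:20291076-20293189 at 0.80 and 0.37, 3R:20252458-20254571 at 0.62 and 0.38, and 3R:20274479-20276592 at 0.32 and 0.43, all called higher except the 0.37.

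The first comparison asked whether the mutants differed from wild type in the number of accessible regions. OreR libraries held 41069 ± 2171 peaks (SD, n = 3) at 1 to 1.5 h, 54061 ± 2436 (SD, n = 3) at 1.5 to 2 h, 50923 ± 4610 (SD, n = 3) at 2 to 2.5 h and 47027 ± 7078 (SD, n = 3) at 2.5 to 3 h. The windows of OreR differed from each other by more than the spread between replicates: the SD of the window means was 4847 peaks, with p = 0.0364 in an exact permutation test of the 12 libraries over the windows. That call did not hold without any one of the replicates, with exact p of 0.276 without replicate 1, 0.152 without replicate 2 and 0.0762 without replicate 3. The windows differ in embryos per library as well as in age, so the cause of a difference between them stays open.

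The gd7 lists held 35696 ± 4947, 46051 ± 9184, 50023 ± 3744 and 45931 ± 1729 peaks (SD, n = 3 each) in the 4 windows. The zld- lists held 49541 ± 10598, 45964 ± 6504 and 47381 ± 6677 peaks (SD, n = 3 each) in the last 3 windows. At 1 to 1.5 h the zld- libraries were far apart, with 21324, 41668 and 6831 peaks (23274 ± 17500, SD, n = 3). The cic6 lists held 52367 ± 6451 and 47127 ± 4491 peaks (SD, n = 3 each). Averaged over the windows, zld- lists differed from OreR by -6730 peaks (two-sided exact permutation test within windows, p = 0.0756, Benjamini-Hochberg adjusted over the 3 mutants 0.113, lower than the OreR mean in 8 of 12 libraries). The gd7 lists differed by -3845 peaks (exact p = 0.0714, adjusted 0.113, lower in 9 of 12 libraries) and the cic6 lists by 772 peaks (exact p = 0.845, higher in 4 of 6 libraries). None of these differences was larger than the spread between replicates by this test. Within a single window 3 libraries against 3 cannot go below p = 0.1, and each of the 10 such comparisons had an exact p of at least 0.2. Single replicates changed these calls. Among the alternatives that count peaks, leaving out replicate 3 moved the zld- difference most. This difference was -8681 peaks (exact p = 0.0265) without zld- replicate 1, -10032 (exact p = 0.0196) without replicate 2 and -1476 (exact p = 0.648) without replicate 3. The gd7 difference was -5470 peaks (exact p = 0.024) without OreR replicate 1 and -5376 (exact p = 0.0369) without gd7 replicate 3. The sign of the cic6 difference changed without OreR replicate 1 (-1582 peaks) and without cic6 replicate 2 (-395 peaks). The length covered by peaks was also compared, in another unit. Peaks covered less of the genome in zld- by this measure (-4.38 Mb, exact p = 0.0334), in gd7 (-3.43 Mb, exact p = 0.00665) and, against the direction of the peak number, in cic6 (-5.93 Mb, exact p = 0.005, the smallest these permutations can give).

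**Figure D1:**
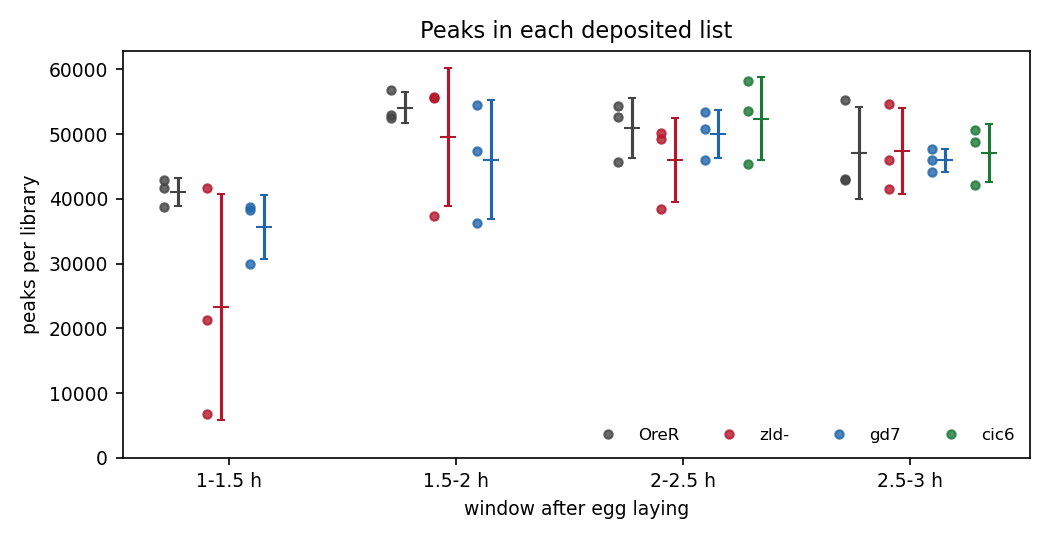
Number of peaks in the deposited list of each library (vertical axis, from 0) by window after egg laying and genotype. Points are single libraries, horizontal bars are group means and vertical bars are 1 SD over 3 libraries; the zld- libraries at 1 to 1.5 h lie at 6831, 21324 and 41668 peaks.

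The second comparison asked how many wild-type peaks were found again in each library. Reference peaks of a window were those shared by 2 OreR libraries, and the OreR value came from the library left out of each pair. Held-out OreR libraries overlapped 89.5% of the reference peaks on average over the 4 windows, zld- libraries 75.3% and gd7 libraries 81.3%. The difference was -14.2 percentage points in zld- (exact permutation test within windows, p = 0.00639, adjusted 0.00958, below the OreR mean in 11 of 12 libraries). It was -8.18 points in gd7 (exact p = 0.00329, adjusted 0.00958, below in 12 of 12 libraries). By window the gd7 difference was -11.1, -16.0, -2.65 and -2.97 points in order of age, so it lay mostly in the first pair of windows. The cic6 libraries overlapped 85.4% against 90.9% in OreR, a difference of -5.53 points (exact p = 0.08, adjusted 0.08, below in 6 of 6 libraries). The zld- result rested on replicate 3. Without it the difference was -6.65 points (exact p = 0.0657), and that replicate had the lowest share of the 3 in every window, 19.0%, 70.2%, 71.8% and 80.0% in order of age. It also had the shortest peak list of the 3 in every window, 6831, 37303, 38473 and 41524 peaks. The permutation within windows treats libraries of the same number as independent. If they shared a source across windows, only 3 units per genotype would remain, which cannot give a p below 0.1. The permutations also keep the reference peaks built from OreR, so the p-values for this share, here and below, are approximate. By window the zld- share was 50.3% ± 31.6, 83.1% ± 11.3, 81.5% ± 8.40 and 86.4% ± 6.23 (SD, n = 3 each), against 84.4% ± 9.33, 91.9% ± 2.80, 90.8% ± 3.56 and 91.0% ± 3.94 (SD, n = 3 each) in held-out OreR. When each list was reduced to its 6831 peaks of highest −log10 p, the zld- difference was -16.1 points (exact p = 2.5e-05). The shortest list keeps its weak peaks in this reduction. In a repeat chosen after the data had been seen, without zld- replicate 3 and with 21324 peaks kept, the difference was -8.42 points (exact p = 0.0013, below the OreR mean in 8 of 8 libraries). For cic6 the same reduction to 42055 peaks gave -5.67 points (exact p = 0.005), and asking for coverage of 0.5 of the reference peak gave -13.3 points (exact p = 0.005). Both of these p-values are the smallest the cic6 permutations can give. Narrower peaks cover less of a reference peak by construction, and the cic6 peaks were narrower, so the -13.3 points do not measure a loss of detection alone.

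Median peak width, compared after the lists had been seen, was 375 bp in cic6 and 480 bp in OreR of the same windows, a difference of -105 bp (exact permutation test, p = 0.015, adjusted over 3 mutants 0.045). All 6 cic6 libraries were below the OreR mean of their window, and 4 were below the narrowest OreR library, at 411 bp. In zld- the difference was -12.9 bp (exact p = 0.448) and in gd7 -20.6 bp (exact p = 0.262). The median fold enrichment of peaks, compared later still, was higher in cic6 by 0.53 (exact p = 0.005, adjusted 0.0075), in gd7 by 0.16 (exact p = 0.00223, adjusted 0.00668) and in zld- by 0.24 (exact p = 0.0375, adjusted 0.0375). The zld- value includes the list of 6831 peaks, replicate 3 at 1 to 1.5 h, whose median was 3.79. Of the 12 zld- libraries 2 lay above the highest OreR library, at 2.41. The zld- difference without that list was not computed.

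The third comparison counted regions that had a peak in most libraries of one genotype and few of the other. Among the 20935 wild-type regions that the authors tested, 107 had a peak in at least 10 of 12 OreR libraries and at most 2 of 12 zld- libraries, and 69 did so for gd7. For cic6, with at least 5 of 6 and at most 1 of 6 libraries, the number was 119. In the opposite direction, over merged peaks of both genotypes, 86 of 74295 regions had a peak in most zld- and few OreR libraries, 131 of 76441 in gd7 and 734 of 70676 in cic6. Lists reduced to equal length moved the first of these results most, from 107 to 237 regions in zld-. Without zld- replicate 2 the regions with more frequent peaks in zld- numbered 49, and without replicate 3 they numbered 175. For cic6, regions with less frequent peaks numbered 62 without replicate 1 and 71 without replicate 2, and those with more frequent peaks 467 without replicate 2. Of the regions with less frequent peaks, 86 (80.4%) in zld-, 55 (79.7%) in gd7 and 87 (73.1%) in cic6 were called lower in at least 1 window in the authors' deposited table, against 27.5%, 13.2% and 25.7% of all tested regions.

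The authors' deposited tables compare each mutant with OreR in each window at the same 20935 regions of 2114 bp, as log2 fold changes of mutant over OreR. At an adjusted p under 0.05, the authors' deposited table for zld- held 3267 lower and 2167 higher regions at 1 to 1.5 h, 1567 and 975 at 1.5 to 2 h, 2814 and 1638 at 2 to 2.5 h, and 3579 and 2936 at 2.5 to 3 h. In the authors' deposited table for gd7 the numbers were 840 lower and 935 higher, 1563 and 1644, 721 and 438, and 1715 and 798 in the 4 successive windows. For cic6 the authors' deposited table gave 4783 lower and 5482 higher regions at 2 to 2.5 h and 2866 and 2928 at 2.5 to 3 h. Most of these changes were small. A size of at least 1 on the log2 scale, the alternative that moved the counts most, left 494 lower and 124 higher regions in zld- at 1 to 1.5 h and 190 lower and 164 higher regions in cic6 at 2 to 2.5 h. Regions called lower in every window numbered 902 in zld-, 410 in gd7 and 2268 in cic6, and those called higher in every window 414, 200 and 2472. The cic6 table covers 2 windows, so these counts are not comparable with those over 4 windows.

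The split between higher and lower calls depended on the scaling. Of the calls of zld- at 1.5 to 2 h in the authors' deposited table, 38.4% were higher, and 25.4% once the log2 fold changes were centred on the median of all regions. For gd7 at 1 to 1.5 h the share was 52.7% in the authors' deposited table and 42.6% after centring. Removing the trend with mean normalized count, which is described next, moved the share in gd7 from 51.3% to 44.8% at 1.5 to 2 h and from 31.8% to 40.6% at 2.5 to 3 h, and in zld- at 1.5 to 2 h to 19.8%. The median of all regions lay between -0.02 and 0.04 in all 10 comparisons.

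The log2 fold changes also varied with the mean normalized count of a region. Regions were put in 5 equal groups by mean normalized count. From the lowest to the highest group in the authors' deposited table, the median log2 fold change in cic6 rose from -0.28 to 0.41 at 2 to 2.5 h and from -0.17 to 0.16 at 2.5 to 3 h. In gd7 the highest group exceeded the lowest by 0.54 at 1.5 to 2 h and by 0.29 at 2.5 to 3 h, and by 0.08 and 0.09 in the other windows. In zld- this difference was -0.26, 0.17, 0.09 and -0.05 in the 4 windows. When this trend was removed, an alternative added after the tables had been read, cic6 at 2 to 2.5 h had 2438 lower and 2861 higher calls, of which 1819 and 2261 were also calls in the authors' deposited table. For gd7 at 1.5 to 2 h, 1291 lower and 1049 higher calls were left, 840 and 684 of them shared with the authors' deposited table.

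**Figure D2:**
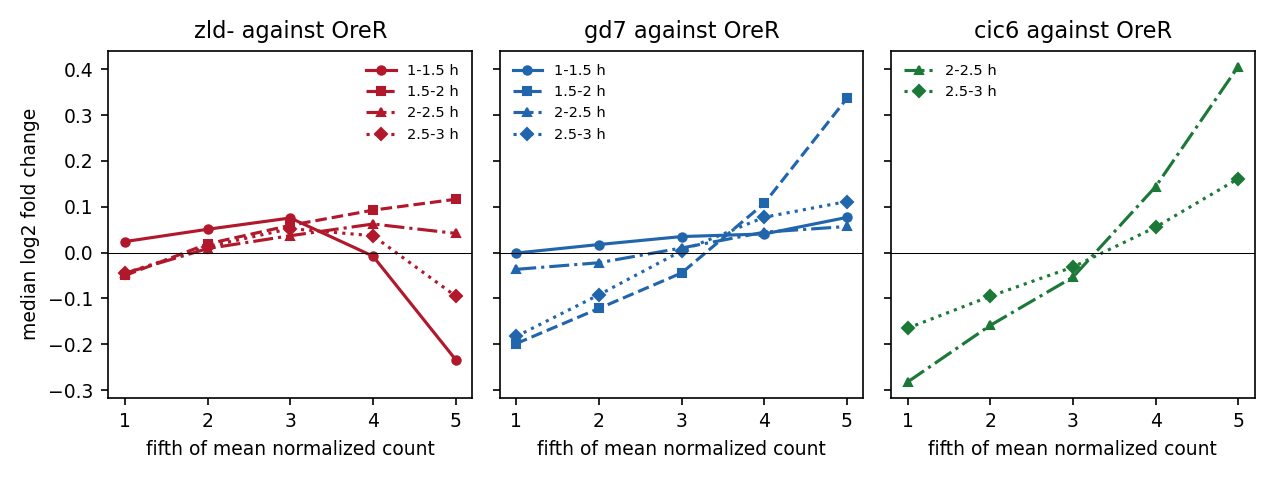
Median log2 fold change against OreR in the authors' deposited tables (vertical axis) for 5 equal groups of regions by mean normalized count (horizontal axis, 1 lowest to 5 highest), with 1 panel per mutant and 1 line per window. The cic6 line at 2 to 2.5 h runs from -0.28 to 0.41, and the zld- line at 1 to 1.5 h falls to -0.23 in the highest group.

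The next comparison asked whether the mutants changed the same regions. Across the 20935 regions, which are not independent replicates, Pearson's r between the log2 fold changes of zld- and gd7 in the authors' deposited tables was 0.20, 0.27, 0.29 and 0.32 in the 4 windows. Both mutants were compared with the same OreR libraries, and simulated unchanged groups against shared controls gave a mean r of 0.48 in each of these windows. For cic6 and gd7, r was 0.39 at 2 to 2.5 h and 0.45 at 2.5 to 3 h, and the simulated value was 0.47 in both. For cic6 and zld-, a pair added after the tables had been read, r was 0.01 and 0.12 against a simulated 0.49, and 0.20 and 0.25 with the trend with mean normalized count removed. None of these 8 correlations exceeded the simulated value, but that value holds only where all spread between regions is noise. The SD of the log2 fold changes exceeded their median SE in every comparison. At 2.5 to 3 h it was 0.33 against 0.11 in cic6 and 0.33 against 0.15 in gd7. The simulation therefore cannot show whether the mutants share changes beyond those that shared controls give. For zld- and gd7 at 1 to 1.5 h the alternative that moved the relation most was Spearman's rho, at 0.12, and without the trend r was 0.37 at 1.5 to 2 h and 0.40 at 2.5 to 3 h. For cic6 and gd7 at 2.5 to 3 h Spearman's rho was 0.48, about the simulated Pearson value.

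Preset lists of genes were then followed through the mutants. They were fixed before the data were examined, except that 1 gene was later taken out of the constitutive list. Each list's regions were set against 10000 random lists of the same size matched on mean normalized count, as a description of these libraries. The random lists draw single regions from all tested regions, while the preset regions cluster at few genes. Large changes lay in runs of neighbouring regions. The random lists may therefore spread too little, and extreme percentiles may overstate how unusual a list is. The 55 regions at genes expressed on the dorsal side of the embryo had median log2 fold changes in gd7 of 0.24, 0.39, 0.18 and 0.30 in the authors' deposited table, at percentiles 100, 99.96, 100 and 100 of the matched lists. Of these regions 9, 18, 4 and 12 were called higher and none lower, and adjusted over the list alone 10, 24, 4 and 15. At a distance of 2 kb in place of 10 kb from the genes, the alternative that moved the lists most, the median of the early Zelda-dependent list in zld- at 2.5 to 3 h was -1.87 in place of -0.61. The 70 regions at genes activated on the ventral side had medians of 0.03, -0.10, -0.09 and -0.12 in gd7 in the authors' deposited table, at percentiles 26.4, 0.01, 0 and 0, with 7, 5, 4 and 9 regions called lower and 1, 1, 0 and 0 higher. Adjusted over the list alone 7, 3, 4 and 9 were lower and 1, 0, 0 and 0 higher. Among ventral regions with a mean normalized count of at least the median of all regions, the median at 1.5 to 2 h was 0.07 and so of the other sign. Low positions in gd7 were not limited to the ventral list. At 1.5 to 2 h the early Zelda-dependent list lay at percentile 0 and the segmentation list at 0.09. At 2.5 to 3 h they lay at 8.79 and 0.2, and in the other windows both lay at 19.38 or higher.

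In zld-, the 26 regions at 9 early Zelda-dependent genes had medians of -0.39, -1.19, -1.26 and -0.61 in the authors' deposited table, at percentiles 0.73, 0, 0 and 0. Of these regions 10, 15, 17 and 16 were called lower and 1, 1, 2 and 2 higher, and adjusted over the list alone 11, 15, 17 and 17 were lower. The 95% intervals of the medians reached from -1.53 to -0.17 at 1.5 to 2 h and from -1.80 to -0.13 at 2 to 2.5 h, so the size of these medians was not precise. The 44 regions at segmentation genes had zld- medians of -0.12, -0.29, -0.43 and -0.44 in the authors' deposited table, at percentiles 61.1, 0, 0 and 0, with 11, 13, 18 and 19 regions called lower and none higher. Adjusted over the list alone 10, 16, 24 and 20 were lower. Other lists also lay low in zld-. The 10 regions at tll, hkb and ind, the Capicua list, had medians of -0.54, -0.55, -0.61 and -0.60, at percentiles 0.65, 0.04, 0.15 and 0.18. The dorsal list lay at percentiles 0, 0.01, 0.02 and 22.46, and the ventral list at 2.32, 1.53, 0.31 and 24.37. The 32 regions at constitutively expressed genes had zld- medians of -0.15, 0.14, 0.11 and -0.02 in the authors' deposited table, at percentiles from 54.5 to 89.9, within the middle 95% of matched lists.

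In cic6, the 10 regions at tll, hkb and ind, genes repressed by Capicua, had medians of 0.68 and 0.38 in the authors' deposited table, at percentiles 98.86 and 98.87 of the matched lists. Of these 10 regions 9 and 7 were called higher and none lower, and adjusted over the list alone 10 and 8. In zld- the same regions lay low, as given above. The dorsal list also lay high in cic6, with medians of 0.37 and 0.23 in the authors' deposited table, at percentiles 99.59 and 99.96. The early Zelda-dependent list had 0.51 and 0.37 in the authors' deposited table, at percentiles 94.57, within the middle 95% of matched lists, and 99.98. The segmentation list lay low, with medians of 0.21 and -0.01 in the authors' deposited table, at percentiles 2.65 and 0.07. The constitutive list had medians of 0.25 and 0.07 in the authors' deposited table, at percentiles 27.6 and 25.1, and 16 of its 32 regions were called higher at 2 to 2.5 h. With the trend with mean normalized count removed, the Capicua list had medians of 0.28 and 0.20, at percentiles 99.78 and 98.92. The early Zelda-dependent list then lay at percentiles 80.72 and 99.9, and the segmentation list at 5.66 and 3.45. In gd7 the Capicua list had medians of -0.07, 0.16, -0.06 and 0.05 in the authors' deposited table, at percentiles 2.97, 9.94, 0.85 and 17.85. With the trend removed the gd7 medians of the Capicua list were -0.14, -0.10, -0.12 and -0.05, so the value at 1.5 to 2 h changed sign.

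**Figure D3:**
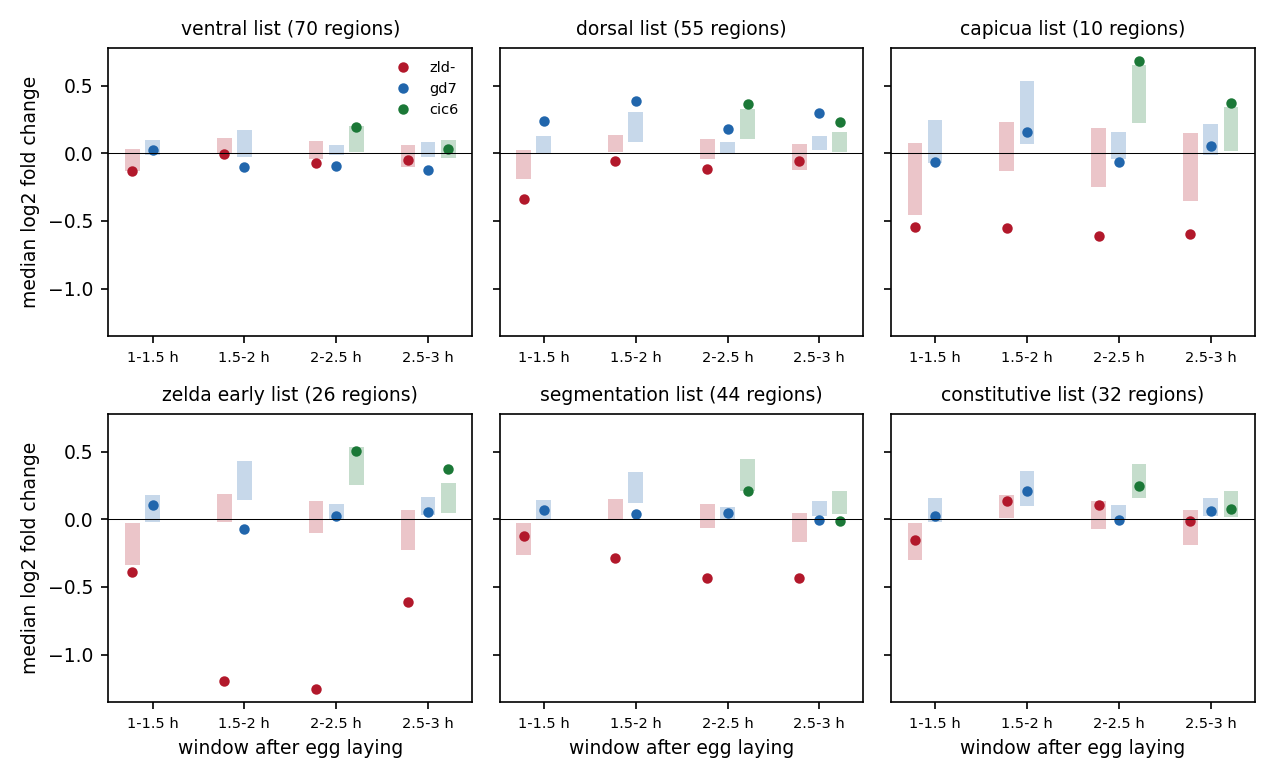
Median log2 fold change against OreR in the authors' deposited tables (vertical axis) for the regions of 6 gene lists, by window after egg laying (horizontal axis) and mutant. Points are medians of the list and shaded bars span the middle 95% of 10000 random lists matched on mean normalized count; the early Zelda-dependent list reaches -1.26 in zld- at 2 to 2.5 h.

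Regions were next named by the fixed rule. Among regions called in the same direction in every window and with a mean normalized count of at least the table's median, those with the largest fall in zld- and in gd7 were the same 3 regions near Ste genes on chromosome X, at X:14053029-14055142, X:14056226-14058339 and X:14048112-14050225. Ste genes are near-identical tandem copies, so fragments can be shared between them and these values are uncertain. In the authors' deposited table the mean log2 fold changes over the windows were -3.34, -3.22 and -2.96 in zld- and -4.14, -4.13 and -4.16 in gd7. In cic6 they were -0.25, -0.28 and -0.28. The largest rises in zld- were at 3L:15296541-15298654, whose nearest gene end belonged to Best4 (mean 2.14), at X:2790319-2792432 inside w (mean 2.14) and at 3L:27225761-27227874, nearest to RpL15 (mean 2.11), in the authors' deposited table. In gd7 they were the region nearest to Best4 (mean 3.64), 3R:92674-94787, nearest to Myo81F (mean 2.14), and 4:1308271-1310384, nearest to Cadps (mean 2.11), in the authors' deposited table. The regions near Best4 and Cadps were higher in all 3 mutants in every window, with cic6 means of 2.37 and 1.38 in the authors' deposited table.

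Under the same limit on mean normalized count, the largest falls in cic6 were at 2R:5574670-5576783, nearest to Ugt50B3 (mean -2.20), 2L:17574105-17576218, nearest to Oli (mean -2.08), and 3R:24445302-24447415 inside nAChRalpha1 (mean -2.06), in the authors' deposited table. All 3 of these regions were also called lower in every window of zld- and gd7. The largest rises in cic6 were at 3L:5606-7719, 3L:3219-5332 and 3L:12048-14161 near the end of chromosome arm 3L, nearest to mthl8, with means of 3.02, 2.99 and 2.99 in the authors' deposited table. These regions were higher in gd7 as well, with means of 1.70, 1.69 and 1.74, and in zld-, with means of 1.44, 1.47 and 1.54.

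At the loci of the dorsal-ventral genes, the region with the largest change in gd7 was chosen for each gene, so its size is biased upward. Inside sog, X:15617538-15619651 had gd7 log2 fold changes of -0.07 (SE 0.19), -0.32 (SE 0.19), -1.38 (SE 0.19, adjusted p 1.5e-11) and -1.49 (SE 0.19, adjusted p 1.54e-13) in the authors' deposited table. The same region was also called lower in the last pair of windows in zld- (-0.78 and -0.74) and in cic6 (-0.60 and -0.70) in the authors' deposited table. Inside twi, 2R:23044605-23046718 had log2 fold changes of -0.67, -0.58, -0.63 and -0.69, and the first and last were below an adjusted p of 0.05 in the authors' deposited table. With the trend with mean normalized count removed, the other pair of windows was below it too. In zld- the twi region had -0.25, -0.73, -0.99 and -0.78 in the authors' deposited table, called lower in the last 3 windows. The regions chosen for sna (2L:15484756-15486869, mean -0.35), rho (3L:1461955-1464068, mean -0.26) and brk (X:7319901-7322014, mean -0.30) were not called in gd7 in any window of the authors' deposited table. The sna region was called lower in every window of zld- (mean -0.95) in the authors' deposited table. In gd7 it was below an adjusted p of 0.05 at 1.5 to 2 h and 2.5 to 3 h once the trend was removed. Near dpp, 2L:2460996-2463109 was higher in gd7 by 0.69, 1.03, 0.51 and 0.73, and called in all windows but 2 to 2.5 h in the authors' deposited table. At zen, 3R:6742269-6744382, whose midpoint lay inside the neighbouring gene zen2, was higher by 0.38, 0.45, 0.79 and 0.49, and called in the last 3 windows of the authors' deposited table. With the trend removed only the call at 1.5 to 2 h stayed for dpp and only the call at 2 to 2.5 h for zen. In zld- the dpp and zen regions fell, with means of -0.56 and -0.54 in the authors' deposited table. In cic6 both were called higher in both windows, dpp by 0.63 and 0.57 and zen by 0.98 and 0.56 in the authors' deposited table, so these rises were not specific to gd7.

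At the Capicua loci the same choice was made for gd7 and for cic6. At tll, 3R:30851030-30853143 rose in cic6 by 1.21 (SE 0.16, adjusted p 3.57e-12) and 0.92 (SE 0.16, adjusted p 3.8e-07) in the authors' deposited table. At hkb, 3R:4346601-4348714 rose by 0.92 and 0.69, and at ind, 3L:15043635-15045748 by 0.92 and 0.38, where the last value was not called in the authors' deposited table. The calls at hkb and ind at 2 to 2.5 h did not hold once the trend with mean normalized count was removed, with values of 0.31 and 0.32. The regions chosen for gd7 at these loci, 3R:30848778-30850891 (tll), 3R:4340322-4342435 (hkb) and 3L:15039134-15041247 (ind), were not called in gd7 in any window of the authors' deposited table. With the trend removed the tll region was called lower in gd7 at 1.5 to 2 h, at -0.81.

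The last comparison tested whether a mutant's effect differed between its first and last window. By the ratio of the difference to its standard error with Benjamini-Hochberg adjustment over all regions, 2136 of 20935 regions differed in zld-, of which 1139 were higher and 997 lower at 2.5 to 3 h than at 1 to 1.5 h. In gd7 230 regions differed, 64 higher and 166 lower at 2.5 to 3 h. In cic6 31 regions differed between 2 to 2.5 h and 2.5 to 3 h, 7 higher and 24 lower. The difference treats the windows' standard errors as independent. The alternative that moved these counts most was removal of the trend with mean normalized count, which left 2088, 142 and 18 regions.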

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

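The tests of explanations in this part were chosen after the result had been seen, while the test of a difference between windows and its repeat on centred values were fixed beforehand. The results below were picked out because a mutant's effect differed between its first and last window by more than its standard error allows, after adjustment over all regions. The paragraph on the trend with mean normalized count and the Capicua loci is the exception, and bears on how those results are read.

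In zld-, 2136 regions differed between 1 to 1.5 h and 2.5 to 3 h. A trend of the fold change with mean normalized count is not the whole cause, since 2088 regions differed once the trend was removed. The short peak lists of zld- at 1 to 1.5 h, down to 6831 peaks, may point to libraries of lower quality that set part of this count. Comparisons without that window gave 4 regions between 1.5 to 2 h and 2 to 2.5 h, 103 between 2 to 2.5 h and 2.5 to 3 h, and 580 between 1.5 to 2 h and 2.5 to 3 h, while those with it gave 1587 to 2136. The 580 regions do not rest on the first window, but how many of them are among the 2136 was not counted. For the 2136, a poor first window and an effect of zld- that truly changes with age cannot be told apart, because the weak libraries are the zld- libraries of that window and the tables hold no counts per library.

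In gd7, 230 regions differed between 1 to 1.5 h and 2.5 to 3 h, 166 of them lower in the later window. With each window centred on its median 193 differed, 115 lower and 78 higher, and with the trend removed 142 differed, 72 lower and 70 higher. The trend is therefore not the whole cause. Removing it also centres the values, so the change in balance cannot be put down to the trend alone. The numbers for other pairs of windows in gd7 did not grow with the time between them: 248 regions differed between 1 to 1.5 h and 1.5 to 2 h, 42 between 1 to 1.5 h and 2 to 2.5 h, 0 between 1.5 to 2 h and 2 to 2.5 h, 94 between 1.5 to 2 h and 2.5 to 3 h, and 7 between the last pair. In cic6, 31 regions differed between 2 to 2.5 h and 2.5 to 3 h, and 18 once the trend was removed. The trend may account for part of both counts. The age of the embryos, which the design names, stays open and untested as a cause of the rest, as does a difference in the mix of stages within a window. In zld- and gd7 the first and last window also differ in embryos per library, 400 against 40, as in OreR. An effect of that number cannot be separated from age there, while both cic6 windows used 40.

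The trend itself was weighed for the pair of comparisons in which it was strongest. In cic6 at 2 to 2.5 h the highest of 5 equal groups by mean normalized count exceeded the lowest by 0.69, while gd7 against the same OreR libraries gave 0.0935, so those OreR libraries are not the cause. In gd7 at 1.5 to 2 h the value was 0.54, while zld- against the same OreR libraries gave 0.17, which argues against the OreR libraries there too. A higher signal over background in the mutant libraries would raise constitutive genes along with other regions of high count. Their list had a median of 0.25 in cic6 at 2 to 2.5 h and of 0.21 in gd7 at 1.5 to 2 h, near that of matched lists (0.28 and 0.23). Both are consistent with such a technical cause, and a broad biological gain at strong regions was not tested apart from it. The trend is not the whole cause of the rise at the preset Capicua loci in cic6. With the trend removed their list lay at percentiles 99.78 and 98.92 of matched lists, with medians of 0.28 and 0.20, while the constitutive list had -0.05 and -0.02. The 10 regions of the Capicua list lie at only 3 genes, so these percentiles may be overstated. The dorsal list, chosen for expression on the dorsal side, lay at percentile 99.85 without the trend at 2 to 2.5 h, so the rise is not limited to the Capicua list. Whether Capicua acts on genes of the dorsal list was not tested, so their rise does not count against loss of Capicua as a cause. Loss of Capicua, which the design names, stays open as a cause, and so does any effect of signal over background that does not follow mean normalized count, which was not tested.

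In gd7 the sog region X:15617538-15619651 was lower at 2.5 to 3 h than at 1 to 1.5 h by a difference of -1.42 (SE 0.27, adjusted p 0.000112) in the authors' deposited table. The adjusted p was 0.00166 with the trend removed, so the trend is not the cause. The region had been chosen for its size in the later windows, which favours such a difference. The region was also called lower in the last pair of windows in zld- and in cic6, so low values there are not specific to gd7, although its difference between windows passed the threshold in neither. A loss of Dorsal input in gd7 was not tested as a cause.

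The nAChRalpha1 region 3R:24445302-24447415 changed by -1.16 (adjusted p 1.24e-05) in gd7 and by -0.77 (adjusted p 0.0037) in zld- between the first and last window. At 2.5 to 3 h the log2 fold changes of the 3 mutants in the authors' deposited table had a range of 0.15. The Oli region 2L:17574105-17576218 changed by -1.24 (adjusted p 0.00197) in gd7 and by -0.81 (adjusted p 0.0265) in zld-, and at 2.5 to 3 h the 3 mutants had a range of 0.25. A difference of OreR from the other stocks, such as a sequence or regulatory variant of OreR that shows more with age, could give such close values. At 2 to 2.5 h, however, the ranges were 0.48 and 0.40, and shared OreR libraries make the 3 values alike to some degree by chance. This explanation and an effect common to all 3 genetic changes cannot be told apart, because every mutant was compared with the same OreR stock.

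The Cadps region 4:1308271-1310384 changed by -0.53 (SE 0.17, adjusted p 0.0293) in zld- between the windows, and the dpp region 2L:2460996-2463109 by 0.71 (SE 0.21, adjusted p 0.0144). Both stayed past the threshold without the trend, with adjusted p of 0.0138 and 0.037. Both differences involve the zld- libraries at 1 to 1.5 h, so the limit given for that window holds for them, and no biological explanation was tested.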

How the results depend on the processing

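Removal of the trend with mean normalized count, and lists of equal length without a zld- replicate or without the first window, were chosen after the data had been seen; every other alternative below was fixed beforehand. Of the alternative values, 463 kept their direction and their side of the threshold or stayed near the reported value, 97 moved away from it, 6 were reversed, 13 came past the threshold and 10 fell back from it. A list median of the other sign counts as reversed only where the reported median lay outside the middle 95% of matched lists. The cause was not tested for any of the changes below unless one is stated.

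For peak number, covered length in place of the number of peaks gave -4.38 Mb in zld- (exact permutation p = 0.0334) and -3.43 Mb in gd7 (exact p = 0.00665), both then past the threshold. In cic6 it gave -5.93 Mb (exact p = 0.005) against a rise in peak number. The peaks of cic6 were narrower, which is part of that change by construction. Leaving out each replicate in turn gave -10032 to -1476 peaks in zld-, past the threshold without zld- replicate 1 or 2, and -5470 to -2179 in gd7, past it without OreR replicate 1 (-5470) or gd7 replicate 3 (-5376). In cic6 the range was -1582 to 3255, below 0 without OreR replicate 1 (-1582) or cic6 replicate 2 (-394.8). For OreR across windows, the SD of the means was 4864 to 5261 peaks with 8 libraries in place of 12, and no longer past the threshold, with exact p from 0.0762 to 0.276; fewer libraries allow fewer permutations. A stricter list (−log10 q of at least 5) changed no call of peak number or detection.

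For detection of wild-type peaks, leaving out replicates of the mutant gave -19.7 to -6.65 points in zld-, -9.14 to -7.01 in gd7 and -7.15 to -4.25 in cic6. The zld- result was past the threshold except without zld- replicate 3 (-6.65 points, exact p = 0.0657), and gd7 was past it in every case. Lists of equal length in zld- gave -17.6, -19.0 and -8.42 points without replicate 1, 2 and 3 (exact p from 0.0001 to 0.0013) and -6.32 in the last 3 windows (exact p = 0.00025). In cic6, lists of equal length (-5.67 points, exact p = 0.005) and coverage of 0.5 of the reference peak (-13.3 points, exact p = 0.005) were past it, the latter in part by construction since cic6 peaks were narrower.

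Counts of regions with less frequent peaks were 186 in zld- and 250 in cic6 with stricter lists, and 237 and 245 with lists of equal length, against 107 and 119. Leaving out a replicate of the mutant gave 72 to 147 in zld-, 59 to 81 in gd7 and 62 to 85 in cic6 for less frequent peaks, and 49 to 175, 106 to 167 and 467 to 565 for more frequent peaks. The requirement of a summit in the region moved none of the 3 counts of less frequent peaks by more than 1.5 times, and by construction it cannot move those of more frequent peaks. Of 100 splits of the libraries within windows, only the real 1 gave as many regions in any of the 6 counts. The highest of the other splits gave 4 and 8 regions with less and more frequent peaks for zld-, 4 and 10 for gd7, and 80 and 543 for cic6. The real counts in the same order were 107, 86, 69, 131, 119 and 734. With 100 splits the lowest possible share is 1 in 100, so chance is unlikely but not excluded. For cic6 other splits came much closer to the real counts. The splits also cannot tell genotype from other differences between the libraries, such as the width and fold enrichment of peaks.

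No pairing by replicate number was seen in which regions had a peak: deviations of libraries with the same number had mean correlations of -0.09 to 0.03. These correlations do not see the length of a list, and zld- replicate 3 had the shortest of its 3 lists in every window. The numbers are those of the titles. For OreR and gd7 the file names carry other numbers, so this pairing across genotypes is uncertain. With the replicate number as a block, the exact p was 0.109 in zld-, 0.0659 in gd7 and 0.938 in cic6 for peak number (-6730, -3845 and 772 peaks), 0.0278 for OreR across windows (4847 peaks), and 0.00732, 0.00244 and 0.0938 for detection (-14.2, -8.18 and -5.53 points). The block changed no call.

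A minimum log2 size of 1 moved all 20 counts of deposited calls. In zld- it left 494 lower and 124 higher, 276 and 72, 601 and 71, and 675 and 92 in the 4 windows. In gd7 it left 126 and 129, 124 and 110, 146 and 47, and 204 and 67, and in cic6 190 and 164, and 175 and 74. An adjusted p under 0.01 moved the higher calls of zld- to 1286, 490, 891 and 1946. It moved those of gd7 to 474 at 1 to 1.5 h, 659 at 1.5 to 2 h, where lower calls came to 764, and 487 at 2.5 to 3 h. In cic6 it left 3110 lower calls at 2 to 2.5 h, and 1876 lower and 1941 higher at 2.5 to 3 h. Both settings are stricter and leave fewer calls by construction. Centring left 613 higher calls in zld- at 1.5 to 2 h. Removing the trend left 468 there, 1049 higher calls in gd7 at 1.5 to 2 h, and 2438 lower and 2861 higher calls in cic6 at 2 to 2.5 h. Only regions at or above the lowest quartile of mean normalized count gave 931 lower calls in gd7 at 2.5 to 3 h and 2515 and 1820 in cic6, where fewer regions were tested.

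The correlation of zld- with gd7 moved to 0.12 at 1 to 1.5 h with Spearman's rho, to 0.37 at 1.5 to 2 h and 0.40 at 2.5 to 3 h without the trend, and to 0.27 at 2.5 to 3 h among regions at or above the median of mean normalized count. That of cic6 with gd7 moved to 0.45 at 2 to 2.5 h without the trend and to 0.39 at 2.5 to 3 h among regions at or above that median. All of these lay below the mean of 0.47 to 0.48 that simulated shared controls gave for Pearson's r, which was not simulated anew for each alternative. That mean holds only where all spread between regions is noise, so lying below it does not rule out shared changes. Without the trend, 142 regions in gd7 and 18 in cic6 differed between windows, against 230 and 31.

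Among the preset lists, regions at or above the median of mean normalized count had ventral medians of -0.29, -0.0741, -0.19 and -0.27 in zld-, 0.0709 (of the other sign) at 1.5 to 2 h and -0.0616 at 2.5 to 3 h in gd7, and 0.41 and 0.17 in cic6. A distance of 2 kb from the genes gave dorsal medians of -0.49 in zld- at 1 to 1.5 h and 0.35 in cic6 at 2.5 to 3 h, and a Capicua median of 0.69 at 2.5 to 3 h in cic6. The early Zelda-dependent medians became -1.07, -1.68, -1.996 and -1.87 in zld- and, in gd7, -0.40 at 1.5 to 2 h and -0.0346 (of the other sign) at 2 to 2.5 h. The segmentation medians became -0.27, -0.54 and -0.57 in the first 3 windows of zld-, 0.19 and -0.0509 (of the other sign) in the first pair of gd7, and 0.44 and 0.0192 (of the other sign) in cic6. The constitutive medians became -0.14 at 2.5 to 3 h in zld- and, in gd7, 0.41 at 1.5 to 2 h and -0.0807 at 2 to 2.5 h. With 2 kb the lists hold fewer regions, 3 for Capicua and 9 for the early Zelda-dependent genes.

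Of the named regions' values, all 106 kept their call when centred. Removing the trend brought 5 past the threshold and took 6 back from it. Not run were the alternatives that need counts per library (edgeR, DESeq2 and leaving out replicates for the deposited calls), motifs, and promoters against distal regions. The unknown depth limits the peak lists: a library with few peaks, such as zld- replicate 3 at 1 to 1.5 h, cannot show whether a missing peak was closed or undersampled.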

Other observations

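The tests in this part were chosen after the results had been seen. The regions and classes below fall outside the fixed rule unless the report names them, and were picked for their values.

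Some regions changed alike in all 3 mutants. By a mean log2 fold change of at least 1 in size in the authors' deposited tables, 27 regions were lower and 15 higher in zld-, gd7 and cic6 at once, where 0.0184 and 0.000651 would be if the mutants were independent. Chance values of the shared OreR libraries do not give this: in 100 simulations of unchanged groups the highest number of such regions was 0, against 42 observed. Sequence or copy-number differences between OreR and the other stocks are a candidate explanation. Among the 383 regions called lower in every window of zld- with a mean fall of at least 1, effects differed between windows in 56.4% of the 55 that had means of -0.5 or lower in both other mutants, against 43.7% of the 284 that had such a mean in neither. The higher regions of zld- pointed the other way, with 9.09% against 26.3%. In gd7 the same shares were 23.5% against 5.41% for lower and 0% against 14.3% for higher regions. In cic6 they were 0% against 1.82% for lower regions and 0% on both sides for higher regions. A constant difference in copy number would not change with age, but a variant that acts on a regulated region could, so stock differences and a response common to the mutations cannot be told apart here, because every mutant differs from OreR in stock as well as in the gene named.

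A block of 4 consecutive tested regions at Ste genes on X fell in both zld- and gd7. In the authors' deposited tables the means over windows ranged from -3.34 to -2.88 in zld- and from -4.16 to -3.80 in gd7, and in cic6 from -0.28 to -0.24. The outer neighbours at X:14037056-14039169 and X:14068003-14070116 stayed near 0, with means of -0.12 and 0.34 in zld- and -0.11 and -0.06 in gd7. Fewer copies of these repeated genes in the stocks may explain the block. A fall that follows DNA copies is the same at every age, and the effect of 0 of the 4 regions differed between windows in either mutant. A constant change in accessibility would look alike, and fragments of near-identical copies cannot be placed with certainty.

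At w, a gene often carried as a marker in fly stocks, the region X:2790319-2792432 had a mean log2 fold change of 2.14 in zld- and 0.23 in cic6 in the authors' deposited table. The next region of the gene, X:2795031-2797144, had a mean of 0.88 in zld-, while in cic6 it had -5.10 and -8.91. The effect in cic6 differed between its windows, while a change in DNA copies is the same at every age. However, the cic6 values are fitted values of a nearly empty region, so their size is not precise and their difference cannot decide on a deletion. Extra copies of w on transgenes or chromosomes of the zld- stock, and a deletion in the cic6 stock, may explain the changes at w. The names of the deposited zld- files refer to RNAi, which in flies often uses transgenes marked with w, but the labels name no such element, so these and a change of accessibility cannot be told apart.

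The cic6 lists covered fewer Mb with as many peaks, since their median peak width differed by -105 bp. Better signal over background could give this. The median fold enrichment of peaks fits it, at 2.50 to 3.03 in the 6 cic6 libraries against at most 2.41 in OreR of the same windows, a mean difference of 0.53. Fold enrichment was also higher in gd7 and zld-, by 0.16 and 0.24, where the difference in width was not past the threshold. The zld- value includes the list of 6831 peaks at 1 to 1.5 h, with a median of 3.79, so it weighs little here. A different range of fragment sizes and truly narrower accessible regions were not tested and stay open. The lower detection of wild-type peaks in zld- is not set by list length alone, since lists of equal length without replicate 3 gave -8.42 points, and those of the last 3 windows -6.32 points. The unknown depth still limits this, because a list of equal length from fewer reads ranks its peaks less precisely.

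Annotated enhancers in the authors' deposited tables, 95 regions in 4 classes, were followed after they had been found there. In zld- all 4 classes had negative medians in every window, except that the anterior class at 1 to 1.5 h was 0.13 with the trend with mean normalized count removed. The values at 2 to 2.5 h were -0.55 for 18 anterior, -0.94 for 19 dorsal, -0.90 for 21 neuroectodermal and -0.38 for 37 ventral enhancers in the authors' deposited table. In gd7 the dorsal class had medians of 0.34, 0.50, 0.27 and 0.30, and the neuroectodermal class -0.10, -0.02, -0.08 and -0.17 in the authors' deposited table. Without the trend the gd7 medians were 0.25, 0.09, 0.22 and 0.19 for the dorsal class and -0.18, -0.38, -0.13 and -0.28 for the neuroectodermal class. The anterior class in gd7 had 0.11, -0.08, -0.01 and 0.02 in the authors' deposited table, and -0.37 at 1.5 to 2 h without the trend, about as low as the neuroectodermal class in that window. The ventral class had -0.07, 0.28, -0.05 and -0.06 in gd7, and its value at 1.5 to 2 h was -0.11 with the trend removed. In cic6 at 2 to 2.5 h the medians of the authors' deposited table were 0.63, 0.80, 0.59 and 0.62 in the same order, and without the trend 0.22 for the anterior, 0.28 for the dorsal and 0.08 for the ventral class, with the neuroectodermal class near 0. Large changes also lay in runs: of the 82 regions called higher in every window of zld- with a mean rise of at least 1, 81.7% lay next to a region with a mean rise of at least 0.5, against 2.99% of all regions. This was the most extreme case. For falls in zld- the shares were 57.4% against 12.6%. For falls and rises in gd7 they were 59.5% against 4.97% and 71.8% against 4.41%. In cic6 they were 73.8% against 8.31% for falls and 58.1% against 12.5% for rises.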
